A study of Mus musculus with 4 samples.

How the data were processed

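Neonatal mouse cardiomyocytes of the C57BL/6 strain were transfected with 15 μg of modified RNA encoding SRSF4 fused to GFP, irradiated 48 h later with 100 mJ of ultraviolet light at 254 nm, and used for iCLIP, per the labels' protocols. iCLIP (individual-nucleotide resolution crosslinking and immunoprecipitation) recovers RNA fragments crosslinked to a protein. Reverse transcription often stops at the crosslinked nucleotide, so the start of each cDNA marks the contact. RNase I trimmed the RNA to fragments of 80 to 200 nt and an anti-GFP antibody pulled down the complexes, per the labels' protocols. GEO's labels describe 4 libraries, all in 1 group, with no control group (no GFP alone, no input, no untransfected cells). Nothing in the labels says whether the libraries came from separate cultures.

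A single processed file was analysed, a list of significant crosslink positions on the mm9 genome build. Each position is 1 nt wide. Its deposited value is a score: a whole number of cDNAs whose sign marks the strand, positive for plus and negative for minus. The authors summed these cDNA positions over 5 numbered data sets, per the file header, whereas the labels list 4 libraries; how the 5 map onto the 4 is not given in the sources used here. Positions were kept at a false discovery rate under 0.05 from 100 permutations with a neighbourhood of 15 nt, with gene regions treated separately and Ensembl release 59 named, per the file header. Bowtie 0.10.1 is named in the submitters' processing notes. The name of the peak caller and how duplicate cDNAs and reads mapping to several places were handled are not given in the sources used here. The list holds significant positions of the pool only, so the depth of each library is unknown, no spread between replicates could be computed, and no count model was fitted. Intervals given here are 95% exact (Clopper-Pearson) binomial intervals. They treat cDNAs or sites as independent and cover counting error only.

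Before the data were examined, the tests, the alternatives, 22 gene lists and the rule for the items to be named were fixed. The rule named the transcripts Gas5 and Srsf4, the genes with most and highest peaks, and the leading members of each list, or, where genes could not be named on the build of the files, the 10 sites with the highest value and the 5 runs with the most sites. The annotation at hand (GENCODE M21) describes GRCm38, whose nuclear coordinates differ from those of mm9, and no coordinates were converted. Nuclear positions are therefore given as mm9 coordinates without gene names. Gas5, Srsf4, the exon, intron and splice-site comparisons, the nuclear sequence comparison and 21 of the 22 gene lists were not analysed here. The mitochondrial chromosome is the exception, because its reference sequence is known to be the same in both builds, as background that the sources used here do not state. This was also tested on the data, by moving all mitochondrial sites along the annotated interval of 15422 nt and by reading the base at each site. The list of mitochondrially encoded RNAs was the only list that could be counted. An attempt to name nuclear regions by matching the spacing of their clusters to gene models was dropped, because mirrored gene models scored about as well, and no name was taken from it.

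Positions are 1-based. A run is a series of sites on 1 strand, each less than 500 nt after the one before. A cluster joins sites at most 50 nt apart, and a region joins clusters less than 20 kb apart on 1 strand; runs and the 50 nt distance were fixed beforehand, regions were chosen after the data were seen. The sixth run, the regions of many clusters, the narrow runs and mitochondrial genes beyond the 4 with most sites were singled out after their values were seen. Clustering was measured as the share of sites with another site on the same strand within 500 nt, against 1000 seeded placements of every site within its own 100 kb bin (two-sided permutation p, of which 0.0020 is the smallest the placements can give). Mitochondrial sites were compared with all 15422 rotations of the same sites along the annotated interval, which keeps their spacing. Sites in overlapping genes were given to tRNA, then rRNA, then mRNA. Base composition at mitochondrial sites, from 10 nt before to 10 nt after the site, and the number of 5-mers made of G and A only within 25 nt were compared with 1000 random shifts of each gene's sites around that gene, with Benjamini-Hochberg adjustment over 84 base and offset tests; these and the rotation tests were chosen after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

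The procedures were tested on simulated data. With 33749 sites placed at random within their bins, the clustering measure was 36.7% against 36.7% in the placements; with neighbours planted among 42186 sites it was 62.0% against 39.0%. Of 1000 sets of 100 random mitochondrial sites, 2.5% gave a rotation p under 0.05. These sets were smaller than the 858 listed mitochondrial sites and random, so the rotation test was not tried on clustered sites. Alternatives varied the distance, the bin, the minimum of 2 cDNAs per site, the merging of near sites and the inclusion of the mitochondrial chromosome and of the 5 runs with the most sites. The top fraction by value fixed beforehand for the alternatives reached into the sites of 1 cDNA. It could not be cut exactly because 64.8% of sites share that value, so the sites with 2 or more cDNAs stood in for the upper part of the list.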

Results

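The RNA contacts of SRSF4, a serine and arginine-rich splicing factor, were mapped by iCLIP in cultured neonatal mouse cardiomyocytes that expressed an SRSF4-GFP fusion. The question set by the study's title is where SRSF4 binds in these cells. All 4 libraries in the labels belong to the same group. The values analysed are 1 pooled list of significant crosslink sites on mm9. It was summed over 5 data sets, and how these map onto the 4 libraries is not given. The comparisons that can be made are therefore between places in the genome, not between conditions or replicates. With no control group, background RNA in the pull-down cannot be told from RNA bound by SRSF4. A contact here means a listed site. The list held 33749 crosslink sites carrying 93371 cDNAs. Of these, 32891 sites were nuclear and 858, or 2.54%, were mitochondrial. The depth of each library is unknown, since the list holds only significant sites of the pool.

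Contacts in the SRSF4-GFP pull-down were shallow at most positions and very deep at a few. A single cDNA marked 21883 sites (64.8%), and the mean was 2.77 cDNAs per site. The 1688 sites with 10 or more cDNAs carried 41.0% of cDNAs. The 338 highest sites, the top 1% of the list, carried 19.2%. Sites lay on 6415 runs with a median of 3 sites each. The 20 runs with 100 or more sites held 23.8% of sites and 44.0% of cDNAs. Without replicate values, no error can be attached to any of these counts beyond counting error.

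The 5 runs with the most sites together held 4548 sites (13.5%) and 32424 cDNAs (34.7%). The run with the most sites lay on the minus strand of chromosome 19 from 5796325 to 5802675, where 1887 sites carried 11992 cDNAs over 6351 nt, 12.8% of all cDNAs in the list. A run on the plus strand of chromosome 17 from 39983381 to 39985047 had fewer sites, 1065, but the most cDNAs, 14600 or 15.6% of the list, at a mean of 13.7 cDNAs per site. The third run lay on the mitochondrial plus strand from 32 to 2724, with 589 sites and 4474 cDNAs. The other two of the 5 were broad and shallow. On the minus strand of chromosome 2 from 76680329 to 76692782, 566 sites carried 719 cDNAs, a mean of 1.27 per site. On the minus strand of chromosome 19 from 5842334 to 5845333, 441 sites carried 639 cDNAs, a mean of 1.45 per site. This second run on chromosome 19 lies upstream, in the direction of minus-strand transcription, of the run with 1887 sites. A sixth run, on the plus strand of chromosome 17 from 39979937 to 39981079, preceded the chromosome 17 run named above and held 431 sites with 1026 cDNAs. No site of the opposite strand fell inside any of these 6 runs. Where gaps of 100 nt or more ended a run, the 5 runs with the most sites held 19.7% of cDNAs in place of 34.7%, and they were other runs in part. They were pieces of the chromosome 17 run with 14600 cDNAs (719 sites) and of the chromosome 19 run with 1887 sites (687 sites), the sixth run named above (431 sites), a run on the plus strand of chromosome 1 from 137745968 (412 sites) and a run on the minus strand of chromosome 14 from 55565251 (378 sites). The largest piece had 342 sites for the second chromosome 19 run, 167 for the mitochondrial run and 80 for the chromosome 2 run. Where only gaps of 1000 nt or more ended a run, the chromosome 2 run had 781 sites, above the 589 of the mitochondrial run, and the minus-strand run on chromosome 14 from 55565251, with 548 sites, stood in place of the second chromosome 19 run. With sites of 2 or more cDNAs alone, the chromosome 2 run had 122 sites and the second chromosome 19 run 142.

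The 10 highest single sites lay in 6 runs on 6 chromosomes and ranged from 140 to 296 cDNAs. The highest was on the plus strand of chromosome 12 at 55797796, with 296 cDNAs. Its run was 49 nt wide, had 36 sites and carried 887 cDNAs, of which that nucleotide held 33.4%. The second was on the minus strand of chromosome 18 at 10151140. Its 217 cDNAs were 84.1% of the cDNAs of its run. On the plus strand of chromosome 4 at 105310457, 141 cDNAs made up 60.0% of a run of 41 nt. Adjacent nucleotides at 11144152 and 11144153 on the plus strand of chromosome 16 held 154 and 181 cDNAs, in a run of 64 nt with 611 cDNAs. The remaining 5 of the 10 belonged to the deep runs described above. Those at 39984421, 39984422 and 39984635 on chromosome 17 held 140, 176 and 209 cDNAs, between 0.959% and 1.43% of their run. Those at 367 and 464 on the mitochondrial plus strand, both in the small ribosomal RNA gene mt-Rnr1, held 156 and 147 cDNAs.

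Beyond single runs, some stretches of the genome carried many separate contacts on 1 strand. Of 5448 nuclear regions, 4761 (87.4%) were a single cluster of sites, and 30 regions had 10 or more clusters and held 23.7% of nuclear sites. The region with the most clusters was on the minus strand of chromosome 2 from 76649780 to 76793016. Over 143 kb it held 264 clusters with 1899 sites and 2458 cDNAs. Its clusters had a median width of 16 nt, a median gap of 158 nt, and covered 5.30% of its length. On the minus strand of chromosome 14 from 55558453 to 55584703, 48 clusters held 1246 sites and 2347 cDNAs. There the 405 sites between 55565251 and 55566096 alone carried 903 cDNAs. The minus strand of chromosome 13 from 12140004 to 12191373 held 36 clusters with only 142 sites and no site above 2 cDNAs. The minus strand of chromosome 14 from 35372265 to 35391762 held 32 clusters with 281 sites. On the plus strand, the largest number of clusters in a region was 29, on chromosome 8 from 46830765 to 46912048, with 102 sites. The plus strand of chromosome 1 from 137732984 to 137747987 held 20 clusters with 534 sites and 1089 cDNAs. No opposite-strand site lay within any of these regions.

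**Figure D1:**
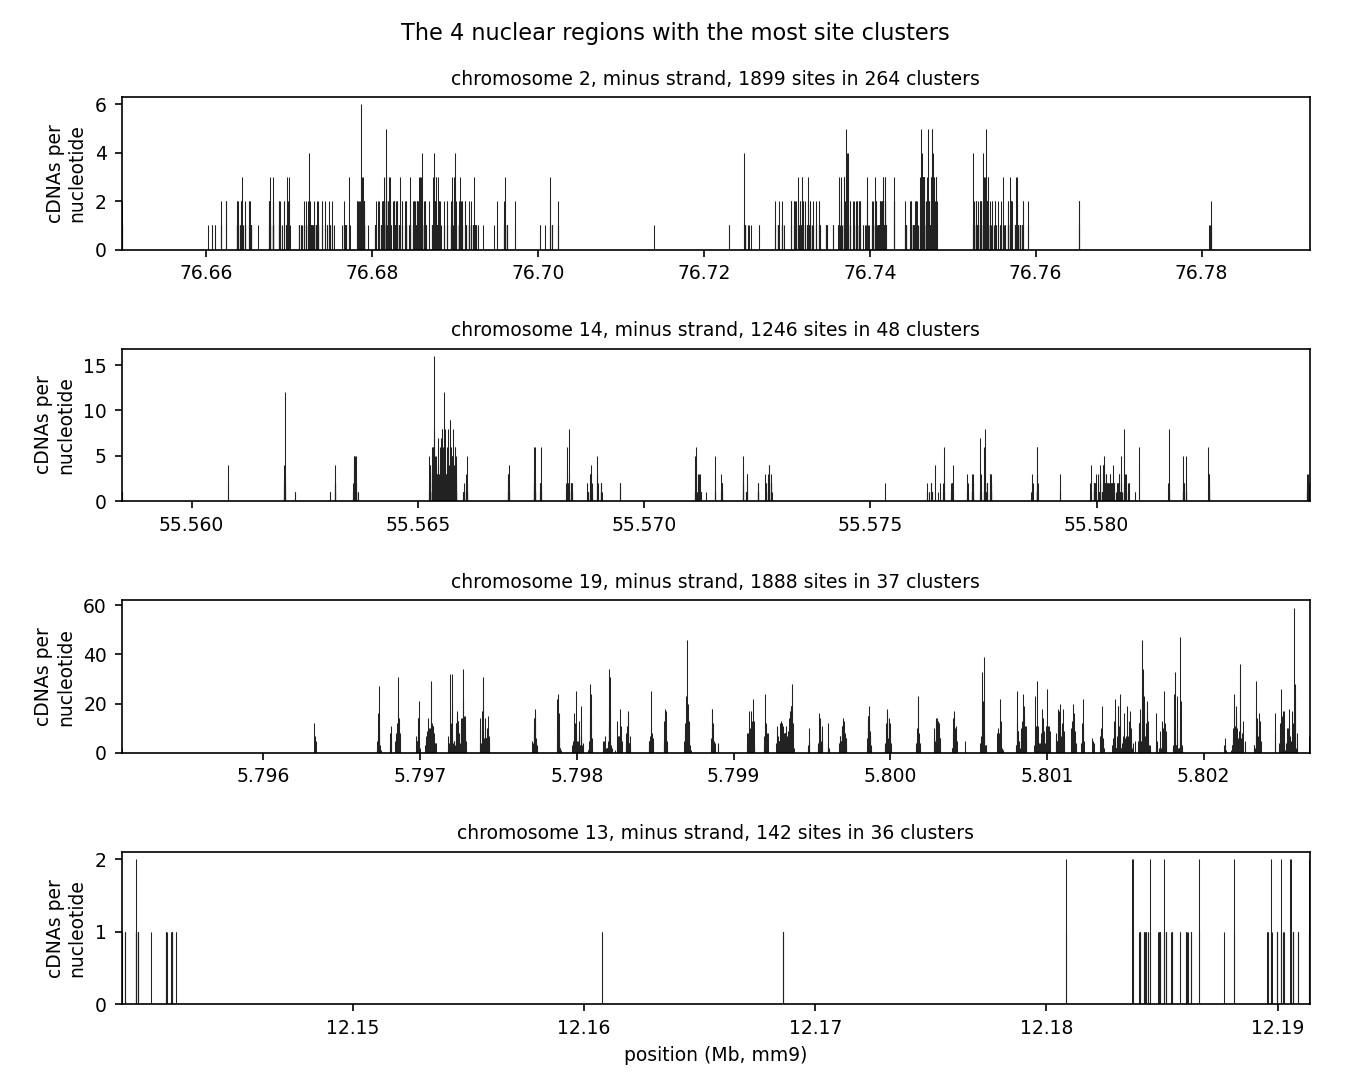
Crosslink sites in the 4 nuclear regions with the most clusters, with the mm9 position in Mb on the horizontal axis and the pooled cDNAs per nucleotide on the vertical axis (linear, a different scale in each panel); each line is 1 site. The chromosome 19 region, with 1888 sites, reaches 59 cDNAs at 1 nucleotide, whereas the chromosome 2 region with 1899 sites does not exceed 6 and the chromosome 13 region does not exceed 2.

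Sites lay far closer together than their local density would give. Another site on the same strand lay within 500 nt of 96.1% of sites, against a mean of 36.7% (range 36.2% to 37.3%) in 1000 placements of each site within its own 100 kb (two-sided permutation p = 0.0020, the smallest the placements can give). Because the list was selected on sums within 15 nt, near neighbours are partly built in. After sites at most 50 nt apart were merged into 7283 clusters, 16.3% of clusters had another within 500 nt against 5.11% in placements (two-sided permutation p = 0.0020). Within 10 kb bins the shares for clusters were 16.3% and 10.3%, with the same p. At 1497 sites (4.44%) no other listed site lay within 15 nt, and at 301 of these the value was a single cDNA.

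The plus strand held 15137 sites, or 44.9% (95% exact interval 44.3% to 45.4%). The balance differed widely between chromosomes. On chromosome 19, 13.3% of 3067 sites were on the plus strand, and 61.5% of that chromosome's sites were in the 1 run described above. On chromosome 17 the plus share was 80.2% of 2640 sites, with 40.3% of sites in 1 run. Chromosome 2 had 22.1% and chromosome 14 had 22.6% of sites on the plus strand. When each run counted once, these 4 chromosomes had plus shares of 54.0%, 55.6%, 48.1% and 48.5%, and the whole list had 49.1% of 6415 runs on the plus strand (interval 47.9% to 50.4%). The exact interval of the plus share excluded 50% on 15 of 21 nuclear chromosomes for sites and on 5 for runs. On 4 of the 5 (chromosomes 9, 11, 12 and 13) the direction was the same by sites and by runs, whereas chromosome 1 turned from 54.0% plus by sites to 44.5% by runs, with 50% outside both intervals.

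**Figure D2:**
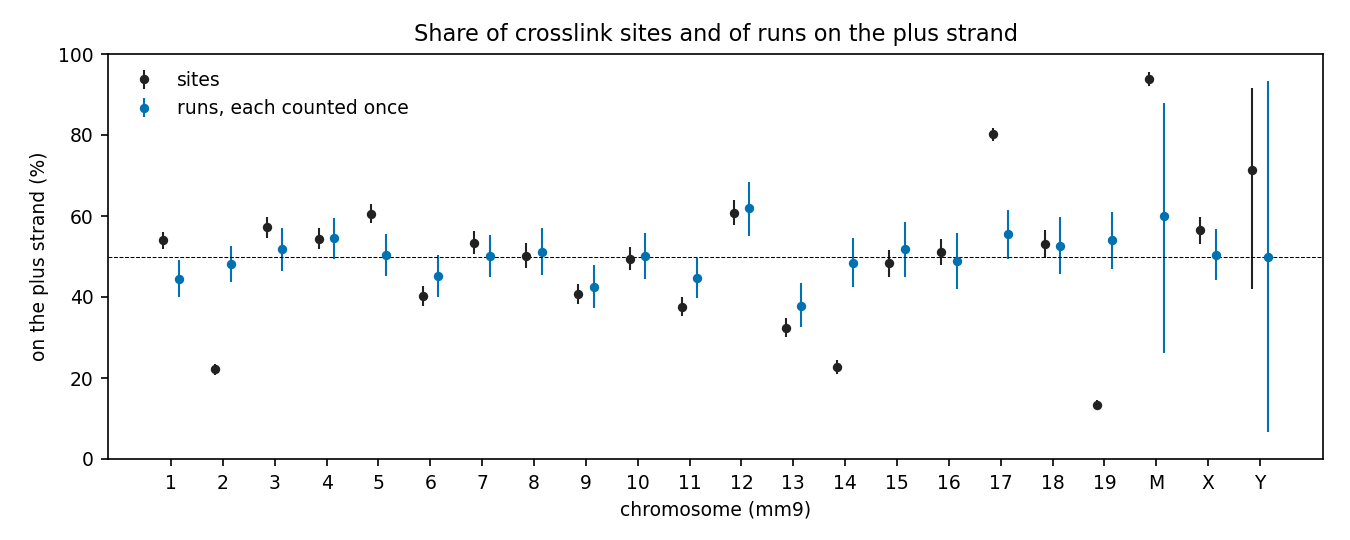
Percent of crosslink sites (black) and of runs of sites, each counted once (blue), that lay on the plus strand of each mm9 chromosome; bars are 95% exact binomial intervals, which cover counting error only, and the dashed line is 50%. Sites on chromosomes 2, 14, 17 and 19 lie far from 50%, while runs on the same chromosomes do not.

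Mitochondrial transcripts could be compared gene by gene, and the mitochondrial ribosomal RNAs carried most of their contacts. With no control group, whether these sites reflect binding by SRSF4 rather than background in the pull-down was not tested. Of 5082 mitochondrial cDNAs, 4294 (84.5%, 95% exact interval 83.5% to 85.5%) fell in the 12S gene mt-Rnr1 and the 16S gene mt-Rnr2. mt-Rnr1 (mitochondrial chromosome, from 70, 955 nt, plus strand) held 217 sites and 1788 cDNAs, or 187 cDNAs per 100 nt. mt-Rnr2 (1094 to 2675, plus strand) held 335 sites and 2506 cDNAs, or 158 per 100 nt. Transfer RNA genes held 135 sites and 529 cDNAs, 10.4% of the total. The 13 protein-coding genes held 167 sites and 241 cDNAs, 4.74% of the total, which is 2.11 cDNAs per 100 nt against 169 for the rRNA genes and 35.2 for the tRNA genes.

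Of the 37 mitochondrially encoded RNAs, 17 had at least 1 site, and each of these had 3 or more. They comprised both rRNAs, 10 of 22 tRNAs and 5 of 13 mRNAs. Among mRNAs, mt-Co1, which encodes a subunit of cytochrome c oxidase (5328 to 6872), held 70 sites with 99 cDNAs. mt-Nd4, encoding a subunit of respiratory complex I (10167 to 11544), held 57 sites with 86 cDNAs. mt-Nd5 held 25 sites, mt-Cytb 11 and mt-Nd6 4, the last with 1 cDNA at each site. No significant site was listed in mt-Nd1, mt-Nd2, mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 or mt-Nd4l. Among tRNAs, mt-Tm (3845 to 3913) held 16 sites with 137 cDNAs, 93 of them at position 3876. mt-Tf (1 to 68) held 14 sites with 121 cDNAs, 63 of them at position 36. mt-Tl1 held 23 sites with 59 cDNAs. Minus-strand tRNA genes with sites were mt-Ta (46 cDNAs), mt-Tp (33), mt-Tc (28) and mt-Tq (5). The steady-state level of these RNAs was not measured here, so the counts are not corrected for abundance. Genes without a listed site may have had cDNAs below the authors' threshold.

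**Figure D3:**
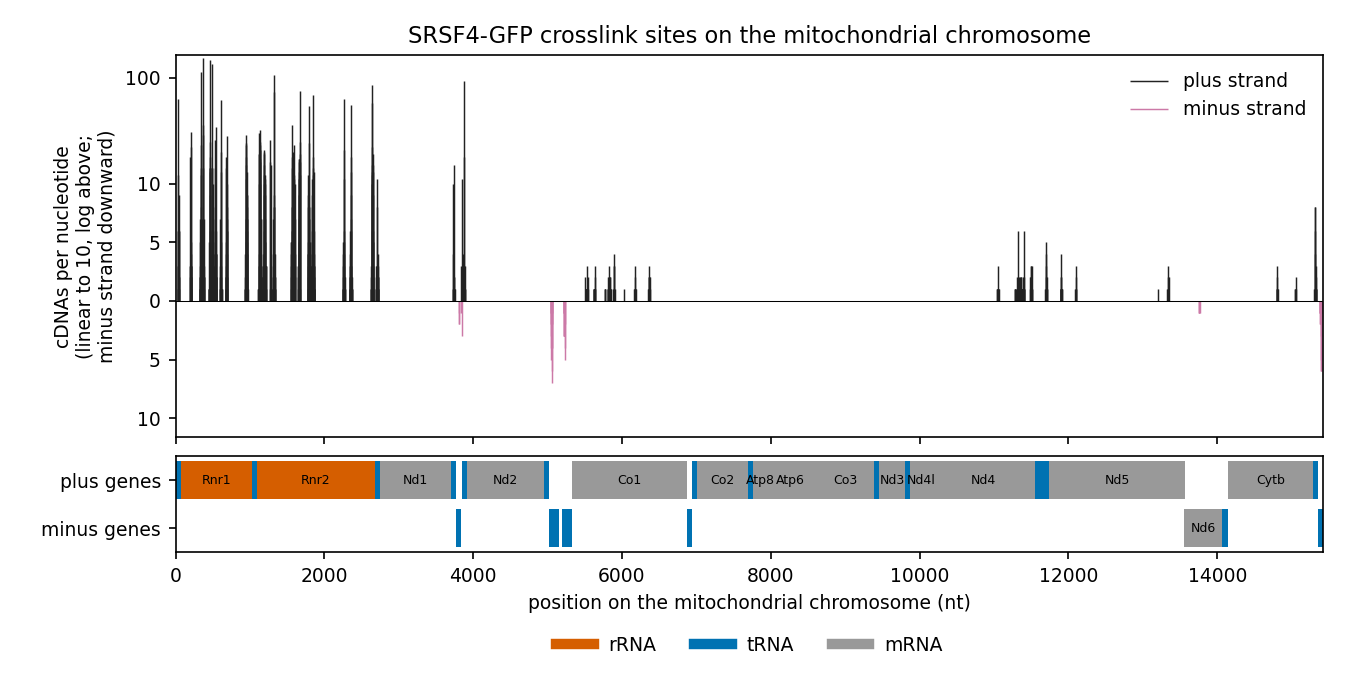
Crosslink sites along the mitochondrial chromosome (horizontal axis, nt), with the pooled cDNAs per nucleotide on the vertical axis, linear up to 10 and logarithmic above, plus-strand sites upward and minus-strand sites downward; bars below show rRNA, tRNA and mRNA genes by strand. Tall sites lie in mt-Rnr1 and mt-Rnr2, with gaps between them, and the 52 minus-strand sites lie at minus-strand genes apart from 2.

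The strand and the gene boundaries set the mitochondrial sites apart from moved copies of themselves. Of 858 sites, 854 (99.5%) fell in a gene of their own strand and 0 in a gene of the opposite strand only. The median over 15422 rotations was 89.3%, and 41 rotations, the observed one included, did as well (exact two-sided rotation p = 0.0053). The rotation with the most sites in genes, 856, was a shift of 2 nt. Of 52 minus-strand sites, 50 lay in genes of the minus strand, against a median of 0 over rotations (exact two-sided rotation p = 0.0060). By class, 64.3% of sites fell in rRNA against a rotation median of 8.16%, 15.7% in tRNA against 5.71%, and 19.5% in mRNA against 71.0%. The adjusted exact rotation p was 0.014 for rRNA, 0.015 for tRNA and 0.014 for mRNA, over 3 classes. Moved as 37 clusters, all 37 fell in genes of their own strand (exact two-sided rotation p = 0.0048).

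Uridine was the most enriched base at the mitochondrial sites. It made up 36.5% of bases at the 854 crosslinked nucleotides in genes, against 27.7% ± 1.37 (mean and SD of 1000 shifts of the sites around their own genes; adjusted two-sided permutation p = 0.017). The share was 33.6% at the nucleotide before and 34.1% at the nucleotide after, and 31.9% at 2 nt after (adjusted permutation p = 0.024). From 3 nt after the site on, no offset had an adjusted permutation p under 0.05 for uridine. Upstream, uridine was also above the shifts at 3 nt (31.6%, adjusted permutation p = 0.024), 5 nt (31.7%, 0.017) and 9 nt before the site (31.9%, 0.024). Guanine was depleted around the site rather than at it alone. It made up 10.4% at the site against 16.2% ± 1.34 and 9.84% at the nucleotide after against 16.1% ± 1.34 (adjusted permutation p = 0.017 for each), and it was below the shifts at 9 offsets between 9 nt before and 2 nt after. Of 84 tests of a base at an offset, 16 had an adjusted permutation p under 0.05, 9 of them for guanine and 7 for uridine. Of the 854 sites, 552 lay in the 2 rRNA genes, so the shares mostly describe those genes. A preference of ultraviolet crosslinking for uridine could also raise its share at and near the site, and was not tested for these shares. Sequences of 5 nt made of G and A only, the class fixed beforehand for this family of proteins, showed no detectable enrichment near mitochondrial sites. Windows of 25 nt to each side held 1.59 of them on average against 1.94 ± 0.30 for shifted sites (two-sided permutation p = 0.24). The same comparison for nuclear sites was not made here.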

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

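The alternatives by run counted once, without the 5 runs with the most sites, with merged clusters in the neighbour test, by run gap, by sites of 2 or more cDNAs within single runs, for the mitochondrial counts and for the mitochondrial rotation were chosen after the data were seen, as were the share of cDNAs in those runs and the rotation themselves. The list had 33749 sites, 11866 with 2 or more cDNAs, and 7283 clusters once sites within 50 nt were merged. The share of sites on the plus strand, 44.9%, was 45.5% among sites with 2 or more cDNAs, 46.7% among merged clusters, 49.1% when each run counted once and 46.2% without the 5 runs with the most sites, always below 50%; only for runs did the exact interval include 50%. The excess of near neighbours over placements, 59.4 percentage points, ranged from 6.06 to 73.3 points over 9 alternatives, all with the smallest p the placements can give, so that p does not tell them apart. The 7 alternatives that keep sites within 15 nt of each other (33.9 to 73.3 points) keep the neighbours that the selection of sites builds in; with merged clusters the excess was 11.2 points, and 6.06 in 10 kb bins. The share of cDNAs in the 5 runs with the most sites, 34.7%, was 19.7% with gaps under 100 nt, 35.6% with gaps under 1000 nt and 13.5% when sites were counted in place of cDNAs. The count of 17 mitochondrial RNAs with a site was 17 at 3 or more sites per gene and 16 for sites with 2 or more cDNAs. Alternatives fixed beforehand for exons, feature classes, 5-mers, splice-site distance and gene lists other than the mitochondrial one were not run, since they need an annotation of mm9. A rotation of mitochondrial runs each counted once was also not run; merged clusters took its place. No paired analysis was possible because the labels give a single group and the file holds only pooled values. Since the values are pooled, no library could be left out. Depth per library is unknown and 64.8% of sites rest on 1 cDNA, which limits every statement about shallow sites.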

Other observations

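All tests in this part were run on the list that showed the patterns, and those of tRNA chance placement (all versions), of tRNA uridines, of tRNA cDNA length and of the narrow runs were chosen after the values had been seen. The strand test by region was added once the count by run was known, and before its own result was. The uridine test set first, uridine at 5 of 10 highest sites against 2.74 expected from the middle of the same genes (one-sided permutation p = 0.11), took the mid-gene place as given and so does not bear on it; it was replaced after its result was seen.

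Crosslink sites in mitochondrial tRNAs converged on the same part of the molecule. In all 10 tRNA genes with sites, the nucleotide with most cDNAs lay between nt 29 and nt 42 counted from the gene's 5′ end, with a median of 32.5, in genes of 66 to 75 nt. It was nt 32 in mt-Tm (93 of 137 cDNAs) and mt-Ta (7 of 46), nt 36 in mt-Tf (63 of 121) and nt 42 in mt-Ti (15 of 41). In mt-Tq, which had 5 cDNAs, nt 31 and nt 32 tied with 2 each, and nt 32 was the place used. No site lay in the last 20 nt of any of the 10, 6 lay in the first 20 nt, and 129 of the 135 lay between. The middle of a tRNA gene holds the anticodon arm.

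The spread of these places, an SD of 5.17 percentage points of gene length, prompted the tests of it. Random places had a mean SD of 28.5 over the whole gene and 20.2 without the last 20 nt (one-sided permutation p = 1e-05 for each, the smallest the 100000 draws can give). This argues against uniform placement within the gene. Among the listed sites alone, which span only nt 17 to 49, the mean SD was 9.75 (one-sided permutation p = 0.011). Sites listed on sums within 15 nt gather around each gene's highest site, so that draw does not separate convergence from the selection. A lower limit on the length of cDNAs that can be mapped would empty the 3′ end and leave the 5′ end filled. The first 20 nt of the 10 genes held 6 listed sites in 200 nt against 129 in the 292 nt of the middle. Sites were listed on sums within 15 nt, so few in the first 20 nt can follow from highest sites at nt 29 to 42. The count therefore does not decide on a length limit. The draws without the last 20 nt argue only against a length limit with otherwise uniform placement. A preference of ultraviolet crosslinking for uridine alone is not the whole cause. Places drawn among uridines outside the last 20 nt had a mean SD of 19.8 (one-sided permutation p = 3e-05). The middle was poorer in uridine than the whole gene in 9 of 10 genes. The gap ran from 34.5% against 34.8% in mt-Ti and mt-Ta to 17.2% against 26.1% in mt-Tm. Of the 10 highest sites, 5 were not uridines, those of mt-Tf and mt-Tm among them. A uridine preference that differs between parts of the molecule was not tested. Stops of reverse transcriptase at modified bases were not tested, since cells without crosslinking or without the fusion are needed, and no biological explanation was tested because the design has a single group.

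Some contacts were both narrow and tall. There were 51 runs of at most 100 nt with 100 or more cDNAs. They carried 14.5% of all cDNAs, had a median width of 43 nt within the limit of 100 nt, and lay on 17 chromosomes. None was mitochondrial, but this depends on runs joining sites across gaps under 500 nt. The sites of mt-Tf, from 32 to 46 with 121 cDNAs, fell in the run from 32 to 2724. Those of mt-Tm, from 3861 to 3889, held 137 cDNAs. The narrow run with most cDNAs, on the minus strand of chromosome 9 from 78023141 to 78023221, held 1559 cDNAs at 78 of its 81 nucleotides. Others were on the minus strand of chromosome 12 from 102007276 to 102007314 (892 cDNAs) and of chromosome 6 from 47689896 to 47689954 (604 cDNAs), and none of the 51 held a site of the opposite strand. Copies of a single cDNA piled on 1 nucleotide would put most of a run's cDNAs there. The median share at the highest nucleotide was 20.6%, below 50%. By a mark set after the values were seen, this argues against a single such pile for most of the 51 runs. In 3 of the 51, among them chromosome 4 at 105310457 with 60.0%, the share was over 50%, and there a single pile stays open. It also stays open for chromosome 18 at 10151140, with 84.1% of the cDNAs of a run of 138 nt, too wide for the 51. Copies piled on several nucleotides of a run would also give a low share and stay open, as do reads shared between copies of small RNA genes, which were not tested.

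Strand shares of single chromosomes were uneven, and by sites the exact interval excluded 50% on 15 of 21 nuclear chromosomes. With each run counted once it excluded 50% on 5, of which chromosomes 9, 11, 12 and 13 kept their direction and chromosome 1 turned. By this count single dense runs are not the whole cause on those 4. The intervals were not adjusted for testing 21 chromosomes, however, and the run interval of chromosome 11 reached 49.7%. With each region of linked clusters counted once, 2 remained, chromosome 12 (60.5% plus, interval 53.3% to 67.4%, 195 regions) and chromosome 13 (37.2% plus, interval 31.2% to 43.6%, 247 regions), which met the mark of at most 2 set before that count was seen. It was first read as support for regions counted many times, and left open after the count was seen. Chromosomes 1, 9 and 11 had 44.5%, 42.6% and 44.7% of runs and 45.7%, 45.9% and 45.7% of regions on the plus strand. All 3 region shares lay inside the run intervals but closer to 50% than the run shares. Both that shift and wider intervals from fewer units enter the fall from 5 to 2, and the count does not separate them. No biological explanation was tested.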
